A study of Homo sapiens with 4 samples.

How the data were processed

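RNA of 4 cultures of TE5, a human oesophageal squamous cell carcinoma cell line, was sequenced in bulk. In 2 libraries the cells stably carried a vector that expresses ETS1, a transcription factor, and in the 2 control libraries they carried the empty vector, per the labels. The labels number the libraries of each group 1 and 2 and do not say whether these numbers mark separate infections, passages or days.

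The deposited tables hold FPKM (fragments per kilobase of gene, scaled to each library's total) for 55764 gene names in each library, computed by the authors. The aligner, the read counter, the genome build, the annotation and the use of strand are stated neither in the labels nor in the headers. A second deposited table holds the authors' own DESeq2 comparison of 16652 genes, per the file headers and the table's name. It repeats the FPKM values, and 0 cells differed between the tables. It held exactly the genes with a mean FPKM of at least 0.5. Its mean normalized count per gene is a signal averaged by the authors over the 4 libraries, per the file headers. Its log2 fold changes and their standard errors are on the authors' log2 scale, per the file headers, and whether they were shrunk is not stated. Some are smaller in size than the FPKM ratios give. The deposited log2 change was 0.14 for CXCL10, with an FPKM ratio of 1.50, and -0.30 for EPCAM, with a ratio of 0.748. These values argue for shrinkage of genes with few reads. The p-value and adjusted p-value columns of that table are the authors', per the file headers, and the adjusted p-value is missing for 969 genes.

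Raw counts were not used here. The design had allowed for a count test if raw counts were in the tables; the values were FPKM, so limma on the log scale was used for each comparison, as planned for that unit. FPKM was taken as log2(FPKM + 1), with genes of a mean FPKM of at least 1 over the 4 libraries kept. This left 14306 genes, or 25.7% of those listed. The fit had a group term only, 2 residual degrees of freedom per gene and an intensity trend on the prior variance, which added 2.84 prior degrees of freedom. Tests were two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Fold changes on the log2(FPKM + 1) scale understate the change of genes with low FPKM. With 2 libraries against 2, an exact permutation test cannot go below a two-sided p of 0.333, so single-gene p-values rest on the variance model shared across genes.

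Sequencing depth is not listed in the tables and was recovered from them. Reads were computed from FPKM and the mean normalized count of each gene. A relative FPKM scale and a size factor per library were fitted so that genes with few reads came near whole numbers. Of the values of the 2885 genes with a mean normalized count under 100, 99.3% fell within 0.05 of a whole number, where 10% would by chance. For the 8566 genes with a mean normalized count over 1000 the share was 75.5%, so their reads are recovered less exactly, with a mean distance of 0.0451 reads from a whole number. The recovered reads were 40356662 and 44119243 in the control libraries and 57269891 and 56502859 in the ETS1 libraries. The recovery covers the genes of the comparison table only. Gene lengths were then inferred from the recovered reads and FPKM, up to a constant factor. After division by the median ratio, the inferred length was within 2% of the union of exons in GENCODE 29 for 77.7% of 14002 genes compared. The ETS1 length given in the results was not scaled by that ratio. Positions, gene types and GC content come from a match of gene names to GENCODE 29 on GRCh38, which may differ from the annotation the authors used. Names matched for 88.1% of the tested genes.

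The text names genes by a rule fixed before the data were examined, as were the main fit, the gene lists and most of the alternatives. The rule takes ETS1, the 6 rising and the 6 falling genes with the largest absolute log2 fold change among genes past the threshold that have an official symbol, a fixed set of epithelial, mesenchymal and immune markers, and at most the 3 members of each gene list with the largest absolute change. A gene named outside the rule is marked as chosen after its values were seen, and some genes that the rule picks are not reported here. The 21 gene lists were tested with camera from limma at a preset inter-gene correlation of 0.01, adjusted over the lists, with fry and an estimated correlation as alternatives. Camera asks whether a list shifts against the other genes, while fry asks whether its members change at all.

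The alternatives were another pseudocount, no filter or a mean FPKM of at least 5, trimmed-mean scaling, quantile normalization, the replicate number as a block, other variance priors, a stricter threshold, the authors' deposited values in place of limma, and leaving out each library in turn. Chosen after seeing the data were a crossed replicate block, limma's voom on recovered reads, removal of a length trend or a length and GC trend, a restriction to protein-coding genes with a position, removal of the local chromosomal median, removal of that median together with the length and GC trend, and lists without SNAI2 or ETS1.

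The limma and camera steps were tested on simulated data drawn from the real means and depths with a replicate CV of 2.4%. Of 194 changed genes that passed the filter among 13924 tested, 95.9% were recovered. Over 20 draws a mean of 8.31% of calls were genes that had not been changed, above the nominal 5%. With nothing changed there were 0 calls among 13907 genes. The 1 shifted list was found and 0 of the others were called. Genes were drawn independently with a single CV, and nothing outside that list was changed. The list check therefore cannot show how often camera calls lists of correlated genes falsely. In simulated reads of 2886 low genes, 100% of counts were recovered exactly. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.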

Results

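Bulk RNA-seq of TE5 cells was used to ask which transcripts change when ETS1 is stably overexpressed, with attention to epithelial-mesenchymal transition (EMT), in which epithelial cells take up mesenchymal features, and to genes of immune recognition, both named in the study's title. There were 2 control and 2 ETS1 libraries. The ETS1 libraries were deeper, with 1.35 times the mean recovered reads of the controls (57269891 and 56502859 against 40356662 and 44119243). Between 14160 and 14326 genes per library had an FPKM of at least 1. Replicates differed by more than counting noise, with a mean chi-square per gene of 4.03 between the controls and 4.02 between the ETS1 libraries, so neither pair repeats one library. They were counted as separate samples because the labels number them, and whether they are separate cultures was not tested. Beyond counting noise, abundant genes varied between replicates with a CV of 2.74% in the controls and 2.00% in the ETS1 group. Between a control and an ETS1 library the corresponding CV was 14.04% for the libraries numbered 1 and 15.8% for those numbered 2.

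The overexpressed gene was examined first. ETS1 (chromosome 11, 128458761 to 128587558, minus strand, GENCODE 29 on GRCh38) had an FPKM of 0.500 ± 0.0129 (SD, n = 2) in the controls and 1.85 ± 0.0176 (SD, n = 2) in the ETS1 libraries, from 142 and 161 reads against 756 and 756 reads. The FPKM ratio was 3.71. On the log2(FPKM + 1) scale the change was 0.93 with a standard error of 0.062 and a limma adjusted p of 0.000704. The alternative that moved it most was voom on recovered reads, which has no pseudocount of 1 FPKM and gave 1.86. The exact permutation test of the 4 FPKM values gave a two-sided p of 0.333, the smallest that 6 arrangements allow. The authors' deposited table gives a log2 fold change of 1.84 with an adjusted p of 1.4e-33. In the ETS1 libraries the mean level of ETS1 stood at percentile 15.3 of the tested genes, whose median was 6.46 FPKM. The FPKM divides reads by a gene length inferred as 7168 bases, 4.93 times the longest coding sequence of 1455 bases, so reads from a coding-sequence insert would give a lower FPKM than over the insert alone.

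Across the 14306 tested genes, limma called 8451 (59.1%) at an adjusted p under 0.05, with 4394 higher and 4057 lower in the ETS1 libraries. At an unadjusted p under 0.05 there were 9219 genes. Most of the changes were small. The median absolute log2 fold change of the called genes was 0.30, and 82.1% of them were under 0.5. Both ETS1 values lay on the same side of both control values for 82.0% of tested genes, where chance gives 33.3%. A change of at least 2-fold without overlap was seen for 80 genes higher and 68 lower. The stricter filter of a mean FPKM of at least 5 moved the number of higher genes most among the other fits, to 2562 of 8215 tested, and voom on recovered reads moved the 2-fold changes to 204 higher and 222 lower. The lower 2-fold count moved most, to 14, when protein-coding genes with a position had the local chromosomal median and a length and GC trend removed. Both of these alternatives were chosen after seeing the data.

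The authors' deposited table calls 3966 genes higher and 4060 lower at its adjusted p under 0.05, which is 51.2% of the 15683 genes with an adjusted p. In the authors' deposited table, 186 genes rose and 173 fell by at least 2-fold among those calls, on fold changes that appear shrunk for genes with few reads. Among the genes tested here, 7300 were called both by limma and in the authors' deposited table, with the direction shared by all 7300. A further 1151 were called by limma alone and 299 in the authors' deposited table alone. Across genes, which are not independent replicates, limma's log2 fold changes and those in the authors' deposited table had a Pearson r of 0.943.

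On the log2(FPKM + 1) scale, the 6 called genes with the largest rises were TNFRSF10D, RBP7, MIR34A, SNAI2, INA and ADM2. This order depends on the scale, which damps genes with low FPKM. By FPKM ratio CCL20 (55.3), SPARC (9.33), IL8 (8.97) and OAS3 (8.14) stood above ADM2 (7.26), RBP7 (6.88), INA (6.14) and SNAI2 (5.88). TNFRSF10D (chromosome 8, 23135588 to 23164030) went from 0.311 ± 0.0149 to 6.80 ± 0.0437 FPKM (SD, n = 2 each), a ratio of 21.8, with a log2 change of 2.57 and a limma adjusted p of 0.000207. It lies in a part of chromosome 8 where most genes were lower. RBP7 (chromosome 1, 9997206 to 10016020) went from 2.91 ± 0.826 to 19.98 ± 0.277 FPKM, SNAI2 (chromosome 8, 48917604 to 48921740) from 4.70 ± 0.223 to 27.6 ± 1.07 FPKM and INA (chromosome 10, 103277163 to 103290351) from 3.41 ± 0.0389 to 20.9 ± 0.295 FPKM (SD, n = 2 each). Their log2 changes were 2.44, 2.33 and 2.31. ADM2 (chromosome 22, 50481556 to 50486440) rose by 1.89 on the log2 scale, from 0.764 ± 0.0261 to 5.54 ± 0.0412 FPKM (SD, n = 2 each). The microRNA gene MIR34A (chromosome 1, 9151668 to 9151777) had 0 and 1 reads in the controls and 28 and 31 reads in the ETS1 libraries, which is at least 7.17-fold higher against a floor of 3 reads. Adjusted p-values from limma for these 5 genes after TNFRSF10D were at most 0.000602.

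The 6 called genes with the largest falls were HSPA1A, SOHLH2, TECRP1, RNU6-353P, ISCA1P4 and SNORA76. HSPA1A (chromosome 6, 31815464 to 31817946), a heat-shock protein gene with a near-identical neighbour, went from 20.3 ± 0.373 to 1.70 ± 0.0721 FPKM (SD, n = 2 each), a log2 change of -2.98 with a limma adjusted p of 0.000123. Its reads can be shared with that neighbour, so its value is uncertain. SOHLH2 (chromosome 13, 36168208 to 36214615) went from 3.18 ± 0.0352 to 0.0529 ± 0.0307 FPKM (SD, n = 2 each), from 507 and 563 reads to 17 and 7 reads. The others are processed pseudogenes (TECRP1, ISCA1P4) or small RNAs (RNU6-353P, SNORA76), with log2 changes of -1.98, -1.82, -1.90 and -1.69 in that order. Copies of these sequences elsewhere in the genome can share their reads, and SNORA76 and TECRP1 also varied between the controls (SD 5.40 and 4.90 FPKM, n = 2), so these changes are uncertain.

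**Figure D1:**
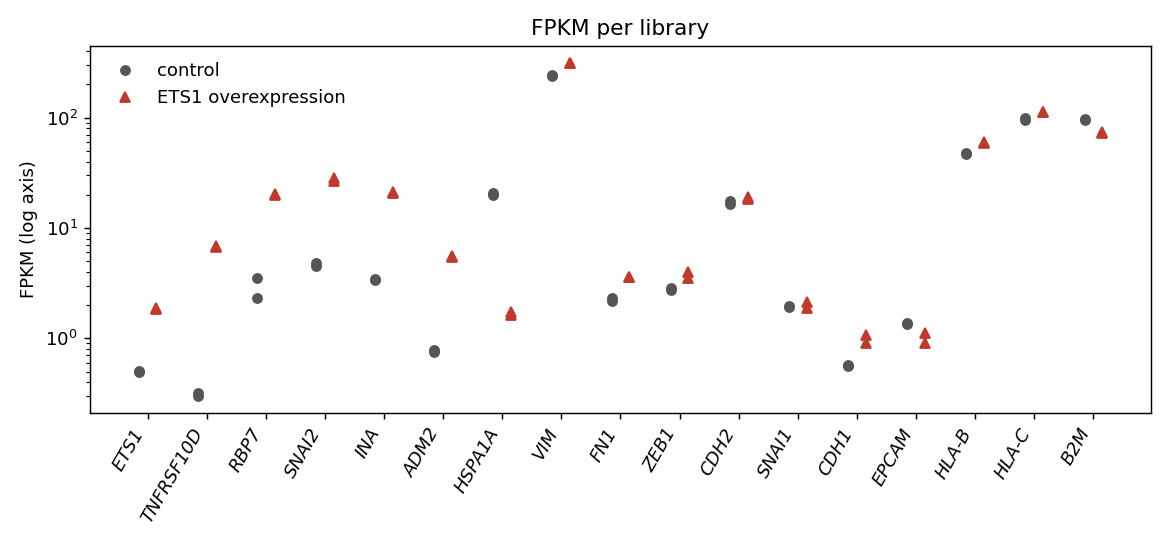
FPKM on a log axis for named genes, with 1 point per library (circles, control; triangles, ETS1 overexpression). ETS1 lies at 0.491 and 0.509 FPKM in the controls and at 1.84 and 1.87 FPKM in the ETS1 libraries, while SNAI1 overlaps between groups.

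The EMT genes were compared next. All 11 tested members of the EMT transcription factor list had a positive log2 change, with a median of 0.24 and a camera adjusted p of 0.00506, and 7 were called higher and 0 lower, both over all genes tested and adjusted over the list alone. Without SNAI2, the member with the largest change, the median was 0.21 and the adjusted p 0.0178, a variant chosen after seeing the data. SOX9 (0.64) and SOX4 (0.56) were the next largest. ZEB1 rose by 0.32 and ZEB2 by 0.24, with limma adjusted p of 0.0104 and 0.0204, but neither passed with no filter (adjusted p 0.0531 and 0.0734). With a length and GC trend removed ZEB1 did not pass (0.13, adjusted p 0.0861) and ZEB2 was -0.0089. ZEB1 passed with the local chromosomal median removed together with that trend (0.14, adjusted p 0.0266). SNAI1 (0.034, adjusted p 0.66) and TWIST1 (0.18, adjusted p 0.0874) did not pass, but this depended on the fit. TWIST1 passed under 6 alternatives, all chosen after seeing the data, among them removal of the length and GC trend (0.29, adjusted p 0.0272). Its adjusted p ran from 0.00991 to 0.238 over all alternatives, and its change from 0.076 to 0.27 across the fits that each left out one library. SNAI1 passed when the local chromosomal median and the length and GC trend were removed together (0.17, adjusted p 0.0245). With that trend alone removed its change was also 0.17 (adjusted p 0.0744), and over all alternatives its adjusted p ran from 0.0245 to 0.936. Fits without the local median cover only protein-coding genes with a position. That restriction alone lowered some adjusted p-values, as for TWIST1 (0.18, adjusted p 0.0306). The passes of SNAI1 and ZEB1 are therefore not credited to removal of the median. In the mesenchymal list, 23 of 26 tested members were higher, with a median of 0.26 and a camera adjusted p of 0.000325. In that list 19 were called higher and 2 lower over all genes tested, and 20 and 2 adjusted over the list alone. TNC rose by 1.70, SPARC by 1.51 and CTGF by 0.75 on the log2 scale. VIM went from 240.1 ± 2.01 to 315.0 ± 0.779 FPKM and FN1 from 2.26 ± 0.106 to 3.60 ± 0.0152 FPKM (SD, n = 2 each). CDH2 changed by 0.14 with a limma adjusted p of 0.0429, and it kept its direction and side of the threshold under 7 of 15 alternatives. It lost the threshold under 6, among them no filter (adjusted p 0.125) and trimmed-mean scaling (adjusted p 0.0585). It reversed under 2, and removal of the local chromosomal median gave -0.058.

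The epithelial list did not pass. Its 13 tested members had a median log2 change of 0.0097 and a camera adjusted p of 0.557, with 6 called higher and 4 lower over all genes tested and 6 and 5 adjusted over the list alone. That median depended on the fit. It was 0.25 at a mean FPKM of at least 5, with fewer members tested (adjusted p 0.122, range over all alternatives 0.0212 to 0.792), and its sign flipped under trimmed-mean scaling, to -0.011. SPINT2 (0.91), KRT8 (0.62) and DSC2 (0.57) rose. CDH1, the E-cadherin gene, had 0.569 ± 0.0032 FPKM in the controls and 0.998 ± 0.116 FPKM in the ETS1 libraries (SD, n = 2 each), under the filter, so it was not tested here. The authors' deposited table gives CDH1 a log2 fold change of 0.71 with an adjusted p of 0.000123. EPCAM changed by -0.23 with a limma adjusted p of 0.0525, and it passed under 8 of 14 alternatives. Among these were quantile normalization (-0.28, adjusted p 0.0327) and, chosen after seeing the data, voom on recovered reads (-0.45, adjusted p 0.0212) and removal of the local chromosomal median (-0.33, adjusted p 0.00185). The restriction to protein-coding genes with a position, which that removal includes, alone gave -0.23 and an adjusted p of 0.0102. Over all 14 alternatives the adjusted p of EPCAM ran from 0.00185 to 0.151. Of the squamous differentiation list, 5 of 40 members reached the filter, with a median of -0.23 and a camera adjusted p of 0.29. CNFN (-0.41) and TGM1 (-0.36) fell and SOX2 (0.25) rose. With no filter CNFN (adjusted p 0.053) and SOX2 (adjusted p 0.111) lost the threshold. SOX2 also lost it under quantile normalization (adjusted p 0.0512) and kept it under 12 of 14 alternatives. The authors' deposited table gives SOX2 an adjusted p of 0.0688. KRT5, KRT14 and TP63 were listed at 0 in both controls and at most at 0.0165 FPKM in the ETS1 libraries, so the squamous identity of the cells rests on the labels and was not checked here. MMP1 and MMP9 were at most at 0.204 FPKM in each library.

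Immune genes were compared in 5 lists. The interferon-stimulated list shifted by a median of 0.42 with a camera adjusted p of 0.000962, with 20 of 27 tested members higher, among them IFITM3 (1.41) and OAS3 (1.24), while IRF7 fell by 0.84. IRF1 rose by 0.36. The chemokine and cytokine list had a median of 0.71 (camera adjusted p 0.00635) with 7 of 9 tested members called higher. On the log2(FPKM + 1) scale CCL20 rose by 1.89, IL8 by 1.62 and CXCL2 by 1.12, which understates them at low FPKM. Their FPKM ratios were 55.3, 8.97 and 3.66. CCL20 had 2 and 4 reads in the controls and 214 and 227 reads in the ETS1 libraries. MHC class II presentation had a median of 0.72 (camera adjusted p 0.0182) with 5 of 6 tested members called higher. HLA-DPA1 rose from 1.32 ± 0.0862 to 3.45 ± 0.122 FPKM (SD, n = 2 each), and HLA-DRB1 and HLA-DRB5, which can share reads, rose by 0.87 and 0.86 on the log2 scale. MHC class I presentation had a median of 0.18 that did not pass (camera adjusted p 0.233), with 9 of 15 tested members called higher and 2 lower. HLA-B and HLA-C rose by 0.34 and 0.20. CALR rose by 0.36. B2M went from 96.9 ± 1.49 to 73.8 ± 1.08 FPKM (SD, n = 2 each) and PDIA3 fell by 0.57 on the log2 scale; both lie on chromosome 15, whose tested genes had a median of -0.23. B2M lost the threshold when the local chromosomal median and the length and GC trend were removed (-0.047, adjusted p 0.146, the highest of a range from 6.2e-07 over all alternatives). TAP1 changed by -0.0038 (limma adjusted p 0.942). The checkpoint and suppressive ligand list had a median of 0.019 and a camera adjusted p of 0.775, with LGALS1 (1.06) and VEGFA (0.51) higher and ARG2 (-0.59) lower. CD274 (PD-L1) had 0.156 ± 0.0098 FPKM in the controls and 0.113 ± 0.0041 FPKM in the ETS1 libraries, and CXCL10 had 0.433 ± 0.0155 and 0.651 ± 0.0467 FPKM (SD, n = 2 each). Neither overlapped between groups, and both were under the filter and not tested. The authors' deposited table gives CXCL10 a log2 fold change of 0.14 with an adjusted p of 0.355, so its rise did not pass there. That fold change is smaller than the FPKM ratio of 1.50 gives, as a shrunk value would be.

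**Figure D2:**
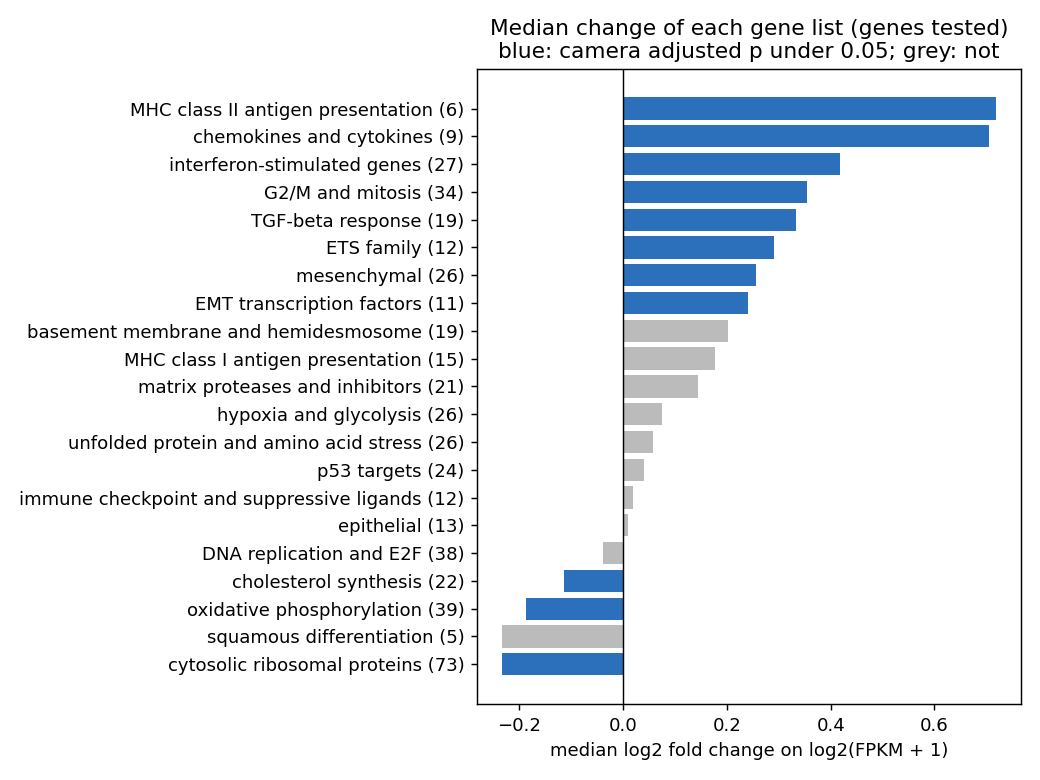
Median log2 fold change on the log2(FPKM + 1) scale for each gene list, with the number of tested members in parentheses. Blue bars passed a camera adjusted p of 0.05 and grey bars did not; the medians run from -0.23 for cytosolic ribosomal proteins to 0.72 for MHC class II.

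Of the other lists, cytosolic ribosomal proteins fell by a median of 0.23, with 57 of 73 members called lower (camera adjusted p 7.2e-12), and oxidative phosphorylation fell by 0.19, with 25 of 39 called lower (camera adjusted p 5.0e-06). The ribosomal proteins with the largest falls were RPL12 (-0.66), RPLP1 (-0.61) and RPL35 (-0.57). Those of oxidative phosphorylation were COX5A (-0.72), CYC1 (-0.62) and NDUFA8 (-0.55). All of these lie on chromosomes 8, 9 or 15, where tested genes as a whole were lower. The mitosis list rose by a median of 0.35 with 28 of 34 called higher (camera adjusted p 5.0e-06), including MKI67 (0.69), ECT2 (0.64) and KIF20A (0.58), while DNA replication did not shift (-0.039, adjusted p 0.384), with RFC3 (0.52), CLSPN (0.50) and CCNE2 (0.42) changed most. TGF-beta response (0.33; CTGF, CDKN2B 0.72, ID2 0.65) and the ETS family (0.29; ETS1, GABPA 0.60, ELF4 0.58) each had a camera adjusted p of 0.0218. Without ETS1 itself, the ETS family median was 0.16 and the adjusted p 0.0484, a variant chosen after seeing the data. The full ETS family list lost the threshold under 4 alternatives, with an adjusted p of 0.131 after removal of the local chromosomal median, 0.118 with the length and GC trend removed as well, 0.0599 at a mean FPKM of at least 5 and 0.339 under an estimated correlation. Over all its alternatives the adjusted p ran from 0.00246 to 0.339. Cholesterol synthesis fell by a median of 0.11 with a camera adjusted p of 0.0484, and it lost the threshold under 6 alternatives, with FDFT1 (-0.81) and SQLE (-0.77) lower and SC5D (0.82) higher. Basement membrane genes (0.20; LAMB2 0.66, COL4A5 0.66, LAMA3 0.57), matrix proteases (0.14; MMP15 -0.71, SERPINE2 0.51, MMP14 -0.50), hypoxia (0.075; DDIT4 0.82, P4HA2 0.45, ALDOC 0.44), stress response (0.057; ATF3 0.69, DNAJB9 0.66) and p53 targets (0.041; TP53INP1 0.84, GDF15 0.74, BAX -0.53) did not pass, with adjusted p-values of 0.097, 0.0863, 0.261, 0.677 and 0.775. All of these except p53 targets passed under at least 1 alternative besides fry. The gene SERPINE2 kept the threshold under 13 of 14 alternatives. It lost it when the local chromosomal median and the length and GC trend were removed together (0.090, adjusted p 0.106). Adjusted over the list alone, 61 ribosomal protein genes, 25 oxidative phosphorylation genes and 12 cholesterol genes were lower and 28 mitosis genes higher. Of the 21 lists, 11 passed under camera at the preset correlation and 19 under fry. Fry asks a different question, whether members change at all, where 59.1% of tested genes were called. Under an estimated correlation 0 lists passed. That setting replaces the preset correlation and also leaves the test 2 residual degrees of freedom. The parts of these were not separated, though MHC class II, interferon and chemokines did not pass with estimates under the preset. Estimates were above the preset for ribosomal proteins (0.237), oxidative phosphorylation (0.166) and mitosis (0.0896). The small camera p-values of these lists therefore rest on the preset correlation and may be too low.

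Gene position and length were also compared with the changes. On chromosome 15, 297 of 363 tested protein-coding genes (81.8%) were lower, with a median log2 change of -0.23. The medians were -0.18 on chromosome 8 (403 genes), -0.096 on chromosome 9 (462 genes) and 0.14 on chromosome 18 (156 genes), against 0.034 over all 11337 tested protein-coding genes with a position. Across protein-coding genes, which are not independent replicates, the log2 change had a Pearson r of 0.265 with log2 gene length and of -0.246 with GC content. Over deciles of gene length, the median change ran from -0.16 in the shortest to 0.16 in the longest.

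**Figure D3:**
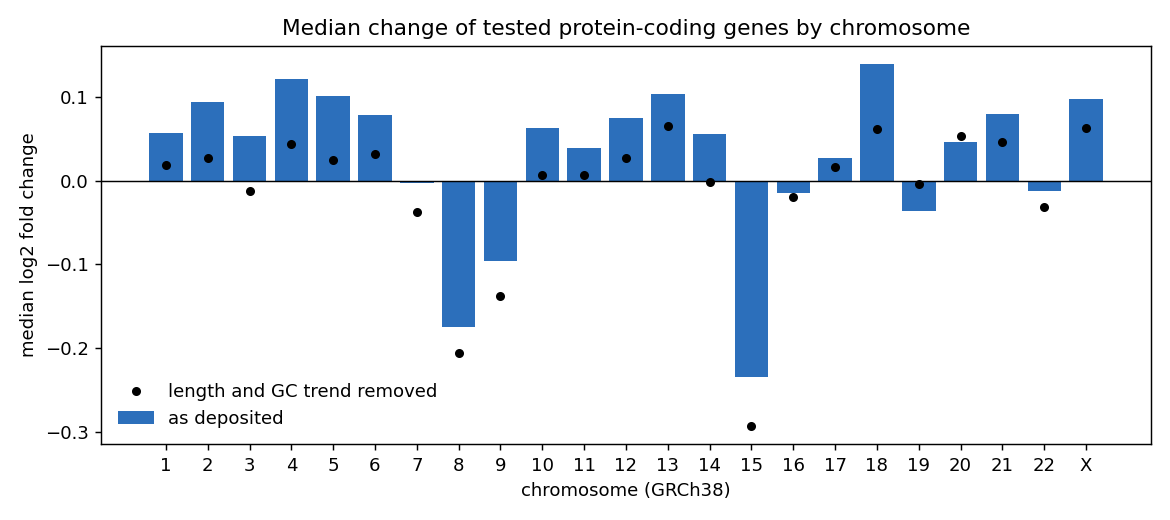
Median log2 fold change of tested protein-coding genes on each chromosome of GRCh38 (bars), and the same after removal of a gene length and GC trend (dots). Chromosome 15 has the lowest median, -0.23 as deposited and -0.29 after removal of the trend.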

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

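The number of genes higher in the ETS1 libraries (4394) and lower (4057) stayed within 1.5 times under most alternatives, with the exceptions that follow. A mean FPKM of at least 5 gave 2562 higher, from fewer genes tested. An adjusted p under 0.01 gave 2667 higher, and a 2-fold change as well left 78 higher and 64 lower, both stricter by construction. In the authors' deposited table the calls of 3966 and 4060 became 186 and 173 with a 2-fold change as well.

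The counts of genes changed at least 2-fold without overlap (80 higher, 68 lower) moved more. They were 194 and 194 with a pseudocount of 0.1, where low genes are damped less, and 34 and 42 at a mean FPKM of at least 5. Among the alternatives chosen after seeing the data, voom on recovered reads gave 204 and 222, the restriction to protein-coding genes with a position 44 and 22, removal of the local chromosomal median among those genes 41 and 20, and removal of that median with the length and GC trend 51 and 14. Across the 4 fits that each left out one library they ran from 83 to 88 higher and from 77 to 99 lower.

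The ETS1 log2 change kept its direction and its side of the threshold under the 14 alternatives with a value, from 0.78 to 1.86, and ran from 0.92 to 0.94 across the 4 fits that each left out one library. At a mean FPKM of at least 5 ETS1 is filtered out and has no value. Count tests were not run, since raw counts were not used here.

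With the replicate number as a block, 3712 genes were higher, 3571 lower, ETS1 kept 0.93 (adjusted p 0.00431, with a range over alternatives of 1.2e-07 to 0.00847) and 10 lists passed. The replicate differences of the groups had a correlation across genes of -0.046, and -0.12 at a mean FPKM of at least 5, so the numbers do not show a pairing. A crossed block, added after seeing the data, gave 4488 higher and 4189 lower. Under the replicate block cholesterol synthesis and CDH2 were no longer past the threshold, and the block changed no other call among the genes picked by the naming rule and the lists.

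The number of lists past the threshold was 11, and it was 7 at a mean FPKM of at least 5, 0 under an estimated correlation and 19 under fry. At that filter MHC class II (0.87) and chemokines (0.61) no longer passed, with fewer members tested. With no filter the medians of chemokines (0.029), MHC class II (0.23) and interferon (0.19) were smaller, and these lists passed. The chemokine median was 1.22 with a pseudocount of 0.1 and 1.22 under voom on recovered reads. Under the estimated correlation the mesenchymal (0.26), EMT transcription factor (0.24), MHC class II (0.72), interferon (0.42) and chemokine (0.71) lists no longer passed. That test has 2 residual degrees of freedom and also replaces the preset correlation of 0.01. The estimate was higher for EMT transcription factors (0.368) and the mesenchymal list (0.0614). It was also higher for ribosomal proteins (0.237), oxidative phosphorylation (0.166), mitosis (0.0896) and cholesterol synthesis, which no longer passed either. It was lower for MHC class II (-0.198), interferon (-0.0089) and chemokines (-0.0771), which argues against a raised correlation as the cause for these lists. For them the difference that remains is the 2 residual degrees of freedom, which were not varied alone. For the other lists the cause was not tested. MHC class I passed with no filter (0.15) and under fry (0.18), and the epithelial list under fry (0.0097). Matrix proteases passed with no filter (0.056, adjusted p 0.0169), after removal of the local median (0.18, adjusted p 0.0312) and after removal of that median with the length and GC trend (0.15, adjusted p 0.0379). Basement membrane genes passed with no filter (0.20, adjusted p 0.00481), and stress response (0.13, adjusted p 0.0272) and hypoxia (0.15, adjusted p 0.0462) under quantile normalization. These 4 lists, DNA replication and squamous differentiation also passed under fry. Over all alternatives their adjusted p reached 0.339, 0.583, 0.886, 0.603, 0.758 and 0.886 in that order.

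The epithelial median reversed under trimmed-mean scaling (-0.011), voom on recovered reads (-0.012), removal of the length trend (-0.060) and in the authors' deposited table (-0.013). At a mean FPKM of at least 5 it was 0.25 (adjusted p 0.122), with fewer members tested. It ran from -0.025 to 0.044 across the 4 fits that each left out one library, being -0.025 without control replicate 2 and -0.0028 without ETS1 replicate 2. The checkpoint list reversed with no filter (-0.0044), trimmed-mean scaling (-0.0016), voom on recovered reads (-0.0034) and in the authors' deposited table (-0.0033). The squamous list reversed with no filter (0.0081), DNA replication under quantile normalization (0.044) and p53 targets after removal of the local median (-0.054). The cause was not tested, and none of these reversed medians passed a test. Leaving out one library moved the EMT transcription factor median from 0.23 to 0.28, MHC class I from 0.13 to 0.19, MHC class II from 0.71 to 0.73, and the interferon list from 0.39 to 0.43. Moves of a list past 1.5 times without a reversal were DNA replication without ETS1 replicate 2 (-0.0084), hypoxia without control replicate 1 (0.12), p53 targets without control replicate 2 (0.065) and without ETS1 replicate 2 (0.062), and the epithelial list without control replicate 1 (0.044) and without ETS1 replicate 1 (0.022).

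Single genes reversed as follows, and the cause was not tested. CDH2 was -0.058 after removal of the local median and -0.049 with the length and GC trend removed as well. ZEB2 was -0.0089 after removal of the length and GC trend and -0.035 with the local median removed as well. SNAI1 was -0.0064 under quantile normalization and -0.024 without ETS1 replicate 2, the lowest of a range up to 0.093 across the 4 fits that each left out one library. TAP1 was 0.015 after removal of the length and GC trend, 0.0070 after removal of the local median, 0.011 after both, and from 0.0013 to 0.016 in the fits without control replicate 1 and without ETS1 replicate 2. Over the 85 genes picked by the naming rule, 1186 of 1225 comparisons with an alternative kept their direction and side of the threshold, 16 lost the threshold, 15 gained it and 8 reversed. Among other lists, 206 of 235 comparisons were kept, 14 lost the threshold, 12 gained it and 3 reversed.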

Other observations

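Of the tests in this part, the one on genes left out of a window search was fixed before its result was seen but after neighbouring genes were known to shift together, and all others were chosen after the data were examined.

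The number of called genes is large for 2 libraries against 2. Of the 3 splits of the 4 libraries into pairs, 1 gave as many calls, the real one. The other splits gave 0 and 0 calls, with 32 and 49 genes at an unadjusted p under 0.05. With 3 splits the share cannot fall under 0.05, so the splits alone cannot decide. Spread between replicates is argued against as the source of the calls, since the excess CV was 14.04% and 15.8% between groups against 2.74% and 2.00% within them. An unrecorded factor that divides the libraries into pairs would match the groups in 1 of the 3 splits, and stays open. Deeper ETS1 libraries are argued against, since thinning the recovered reads to equal depth left 8121 calls, 4187 higher and 3934 lower. Shifted chromosome regions and a length and GC trend, removed jointly, are argued against as the whole cause, since 7352 protein-coding genes with a position were called after their removal and 7832 before. The largest excess CV between replicates was 2.74%. Whether the replicates are separate infections or cultures of one selected population cannot be told apart from these values, because the labels give no such detail. If each group is one selected population, part of the difference may belong to that population and not to ETS1.

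Neighbouring genes shifted together. Of 252 windows of 10 Mb with at least 15 tested protein-coding genes, 30 had a median more than 0.2 (log2) from the median of all genes, 14 higher and 16 lower. Over 1000 permutations of gene positions the most was 5, so p was 0.001, the smallest they can give, and a chance order of genes is argued against. After removal of the length and GC trend all 16 lower windows stayed past that limit, which argues against that trend as their cause. Of the 14 higher windows 7 stayed, so the trend stays open for the others. With 1 window that passed only after removal there were 24, against at most 4 in 1000 permutations of the values with the trend removed. The following regions were chosen after their values were seen, and use genes with a mean FPKM of at least 5. On chromosome 8 between 10 and 40 Mb, 52 of 57 genes were lower, with a median log2 FPKM ratio of -0.49, and the medians against the control mean were -0.50 and -0.46 in the ETS1 libraries and 0.012 and -0.012 in the controls. Beyond 140 Mb of the same chromosome 44 of 49 genes were lower (median -0.38), while between 40 and 140 Mb the median was -0.0056. Beyond 120 Mb on chromosome 9, 142 of 154 genes were lower (median -0.42), and on chromosome 15 201 of 232 (median -0.30). Beyond 220 Mb on chromosome 2 the median was 0.47, with 4 of 42 genes lower. A candidate explanation is a copy number difference between the control and the ETS1 cell populations. In 34 windows found with every other gene, 511 of the 636 genes left out (80.3%) lay on the side of their window, where 50% would by chance. This restates that neighbouring genes shift together and adds nothing for copy number. Copy number and regional regulation of transcription cannot be told apart from these values, because both predict it and no DNA measurement was used here. The shifted windows hold 10.2% of the genes and 12.6% of the calls.

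The list shifts were tested against both trends. After removal of the length and GC trend the camera adjusted p was 1.8e-08 for ribosomal proteins, 0.000296 for oxidative phosphorylation, 5.0e-06 for mitosis, 0.000359 for the mesenchymal list, 0.0045 for EMT transcription factors and 0.00054 for interferon-stimulated genes. After removal of the local chromosomal median it was 6.8e-12, 1.3e-07, 1.3e-07, 0.000182, 0.00495 and 0.000757 in that order. Each of these lists stayed past the threshold, so neither trend accounts for a whole list. The size of a shift depended on the fit. Over all alternatives the median ran from -0.26 to -0.11 for ribosomal proteins and from -0.23 to -0.051 for oxidative phosphorylation. The ETS family list kept an adjusted p of 0.036 after removal of the length and GC trend but reached 0.131 after removal of the local median, with a median of 0.23, so shifted regions stay open for that list. Over all alternatives of these lists the highest adjusted p was 0.339, or 0.433 for EMT transcription factors, both from the estimated correlation. Loss of ribosomal protein reads to pseudogenes is argued against, since 86 of 109 tested ribosomal protein pseudogenes were lower too, with a median of -0.22. An effect of ETS1 and a difference in growth state between cultures stay open and were not tested.

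Mitochondrial transcripts were higher. All 13 protein-coding genes of the mitochondrial genome rose in the ETS1 libraries, with a median log2 change of 0.94, from 0.32 for MT-ND3 to 1.37 for MT-ND1, and the mitochondrial share of recovered reads was 3.03% and 3.06% in the controls and 5.57% and 5.71% in the ETS1 libraries. These genes were chosen after their values were seen. Removal of the length and GC trend left a median of 1.04, and the mitochondrial median exceeded that of nuclear protein-coding genes by 0.91, so the trend and a scaling difference between libraries are argued against. The nuclear-encoded oxidative phosphorylation genes went the other way. Differences in RNA extraction or cell condition between the groups were not tested.

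XIST, the RNA that silences an X chromosome, was chosen after its values were seen. It had 59.3 and 58.2 FPKM in the controls and 177.0 and 179.1 FPKM in the ETS1 libraries, a ratio of 3.03 (limma adjusted p 0.000182). Its log2 change was 1.36 after removal of the length and GC trend, so its length does not account for it. More silencing of the X chromosome would lower X-linked genes, but the median of 393 X-linked genes exceeded that of autosomal genes by 0.065 (permutation p 0.0005 over 10000 permutations). Genes are not independent replicates, and regional shifts on autosomes enter this comparison.

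HSPA1A fell while its near-identical neighbour HSPA1B, chosen after its values were seen, had 34.3 and 33.5 FPKM in the controls and 29.5 and 31.1 FPKM in the ETS1 libraries. Had reads moved between them, their summed normalized reads would have stayed level. The ratio of the ETS1 group to the controls was 0.587. TNFRSF10D rose while the adjacent TNFRSF10A (chromosome 8, 23190452 to 23225126), also chosen after its values were seen, fell from 2.47 ± 0.0086 to 0.238 ± 0.0062 FPKM (SD, n = 2 each). The ratio for the summed normalized reads of this pair was 2.90, which argues against reads passing from one to the other. Each case rests on a pair of genes, and a variant or rearrangement in either cell population was not tested.

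Squamous markers were near 0 in all 4 libraries although the line is labelled as a squamous carcinoma. Of the 40 squamous genes 35 had a mean under 1 FPKM and 32 under 0.1 FPKM. Reads lost to near-identical family members are argued against as the whole cause, since 12 of the 16 genes outside multigene families were under 1 FPKM as well, TP63 among them. This holds in the controls too, so overexpression of ETS1 did not bring it about. The identity of the line was not checked, and no biological explanation was tested.

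ETS1 reached a modest FPKM in the ETS1 libraries. If all added reads came from the coding sequence, its level there would be 7.17 FPKM, at percentile 53.5 of the tested genes and 14.3 times the control level. Whether the added reads cover the coding sequence or the whole gene cannot be told apart without coverage by position, which was not used here.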
